# Transcriptome profiling in engrailed-2 mutant mice reveals common molecular pathways associated with autism spectrum disorders

**DOI:** 10.1186/2040-2392-4-51

**Published:** 2013-12-19

**Authors:** Paola Sgadò, Giovanni Provenzano, Erik Dassi, Valentina Adami, Giulia Zunino, Sacha Genovesi, Simona Casarosa, Yuri Bozzi

**Keywords:** *En2*, Neurodevelopmental disorders, Mouse models, Immune response, Synaptic function, *Scn1a*, *Grm5*, *Nrxn3*

## Abstract

**Background:**

Transcriptome analysis has been used in autism spectrum disorder (ASD) to unravel common pathogenic pathways based on the assumption that distinct rare genetic variants or epigenetic modifications affect common biological pathways. To unravel recurrent ASD-related neuropathological mechanisms, we took advantage of the *En2*^*-/-*^ mouse model and performed transcriptome profiling on cerebellar and hippocampal adult tissues.

**Methods:**

Cerebellar and hippocampal tissue samples from three *En2*^*-/-*^ and wild type (WT) littermate mice were assessed for differential gene expression using microarray hybridization followed by RankProd analysis. To identify functional categories overrepresented in the differentially expressed genes, we used integrated gene-network analysis, gene ontology enrichment and mouse phenotype ontology analysis. Furthermore, we performed direct enrichment analysis of ASD-associated genes from the SFARI repository in our differentially expressed genes.

**Results:**

Given the limited number of animals used in the study, we used permissive criteria and identified 842 differentially expressed genes in *En2*^*-/-*^ cerebellum and 862 in the *En2*^*-/-*^ hippocampus. Our functional analysis revealed that the molecular signature of *En2*^*-/-*^ cerebellum and hippocampus shares convergent pathological pathways with ASD, including abnormal synaptic transmission, altered developmental processes and increased immune response. Furthermore, when directly compared to the repository of the SFARI database, our differentially expressed genes in the hippocampus showed enrichment of ASD-associated genes significantly higher than previously reported. qPCR was performed for representative genes to confirm relative transcript levels compared to those detected in microarrays.

**Conclusions:**

Despite the limited number of animals used in the study, our bioinformatic analysis indicates the *En2*^*-/-*^ mouse is a valuable tool for investigating molecular alterations related to ASD.

## Background

Autism spectrum disorder (ASD) defines a complex group of neurodevelopmental disabilities characterized by a wide range of impairments in social and communicative skills, stereotyped behaviors, and restricted mental flexibility [1]. The neurodevelopmental and neuroanatomical bases of ASD have been confirmed by a number of clinical, neuroimaging and neuropathological studies [1-3]. The most evident abnormality in ASD consists in an early (perinatal) brain overgrowth followed by an arrest of growth during the first year of age [4]. Neuropathological studies on post-mortem samples from ASD patients also showed a number of cellular and cytoarchitectural abnormalities at the level of the cerebral cortex, cerebellum, amygdala and forebrain limbic structures. Anomalies in the cerebellum are the most reproducible neuropathological alterations in ASD patients [3,5].

A large series of evidence clearly indicates that neuropathological features and behavioral deficits of ASD have a primarily genetic origin. However, the etiology of ASD remains essentially unknown [6,7]. Transcriptome analysis has also been used to unravel common pathogenic pathways based on the assumption that distinct rare genetic variants or epigenetic modifications affect common biological pathways dysregulated in ASD [6]. Several studies have analyzed genome-wide expression profiles of ASD patients using lymphoblastoid cell lines and blood samples, supporting upregulation of immune genes and downregulation of neurodevelopmental genes as key players in the pathogenesis of ASD (see [8] for a review). Recently, gene co-expression network analysis of autistic brain areas revealed defects in cortical patterning and an enrichment of differentially expressed genes associated with ASD [9].

The homeobox-containing transcription factor *engrailed-2* (*En2*) is crucially involved in the regionalization, patterning and neuronal differentiation of the midbrain and hindbrain [10-15]. Human studies indicated association of two intronic single-nucleotide polymorphisms (SNPs) in the human *engrailed-2* (*EN2*) gene with ASD [16,17]. Furthermore, the ASD associated A-C haplotype markedly affected *EN2* promoter activity when tested with a luciferase reporter assay in rat, mouse and human cell lines [18]. A recent study of the epigenetic evaluation of *EN2* in post-mortem cerebellar samples from autistic patients indicated a persistent upregulation of this homeobox gene induced by epigenetic abnormalities in histone methylation patterns that may contribute to Purkinje cell loss in some individuals with autism [19].

Mice lacking the homeobox domain of *En2* (*En2*^*hd/hd*^ mice; [20], referred to as *En2*^*-/-*^) have been proposed as a model for ASD, due to their complex neuroanatomical and behavioral phenotype. *En2*^*-/-*^ mice display cerebellar hypoplasia, including a reduced number of Purkinje cells, and a defect in the antero-posterior pattern of cerebellar foliation [20-23]. The behavior of *En2*^*-/-*^ mice is also reminiscent of some features of ASD individuals. Deficits in social behaviors were detected in *En2*^*-/-*^ mice, including decreased play and reduced social interactions; locomotor impairment, as well as defective spatial learning and memory, was also reported in these mice [24-26]. Furthermore, we reported dysfunctions in GABAergic interneurons in adult *En2*^*-/-*^ mice and demonstrated engrailed protein expression in specific subpopulations of adult hippocampal and cortical interneurons [27].

To unravel recurrent ASD-related neuropathological mechanisms, we took advantage of the *En2*^*-/-*^ mouse model and performed genome-wide expression profiling on cerebellar and hippocampal adult tissues. Our transcriptome analysis of the cerebellum and hippocampus of *En2*^*-/-*^ mice suggests convergent pathological pathways with ASD, including abnormal synaptic transmission and increased immune response. Furthermore, we provide evidence for a significant enrichment of differentially expressed genes associated to ASD in this mouse model of the disease.

## Methods

### Animals

Experiments were conducted in conformity with the European Communities Council Directive of 24 November 1986 (86/609/EEC) and were approved by the Italian Ministry of Health and Ethics Committee of the University of Trento. Animals were housed in a 12 hr light/dark cycle with food and water available *ad libitum*. All surgery was performed under chloral hydrate anesthesia, and all efforts were made to minimize suffering. The generation of *En2*^*-/-*^ mice was previously described [20]. The original *En2* mutants (mixed 129Sv x C57BL/6 and outbred genetic background) were crossed at least five times into a C57BL/6 background. Heterozygous matings (*En2*^*+/-*^ x *En2*^*+/-*^) were used to generate the *En2*^*+/+*^ (wild type, WT) and *En2*^*-/-*^ littermates used in this study. PCR genotyping was performed according to the protocol available at the Jackson Laboratory website (http://www.jax.org; mouse strain *En2*^*tm1Alj*^). WT and *En2*^*-/-*^ age-matched adult (3 to 5 months old; weight = 25 to 35 g) littermates mice of both sexes were used.

### Microarrays

RNAs from dissected hippocampi and cerebella from three adult mice for each genotype were purified using standard column purification according to the manufacturer’s protocol (RNAeasy Mini Kit, Qiagen, USA). RNA quality was analyzed by microfluidic gel electrophoresis on RNA 6000 NanoChips using the Agilent 2100 Bioanalyzer. Only RNA with a high (>9) RNA integrity number was selected and used for subsequent retro-transcription, labeling and array hybridization according to Agilent protocols. Mouse gene expression arrays (Agilent 4X44K slides) were hybridized and scanned with the Agilent microarray station.

### Bioinformatics

Intensity values were processed with Agi4x44PreProcess (http://bioconductor.org/packages/2.12/bioc/html/Agi4x44PreProcess.html) using default parameters to remove low-quality probes. Signals were then normalized by means of the quantile normalization method. To evaluate differential expression, we used RankProd (http://www.bioconductor.org/packages/2.11/bioc/html/RankProd.html) [28]. RankProd utilizes the Rank Product (RP) non-parametric method [29] to identify up- or downregulated genes. The RP is equivalent to calculating the geometric mean rank with a statistical method (average rank) that is slightly more sensitive to outlier data and puts a higher premium on consistency between the ranks in various lists. To assess for functional categories overrepresented in the differentially expressed genes, we used DAVID (http://david.abcc.ncifcrf.gov) and Ingenuity Pathway Analysis (Ingenuity Systems, Inc., USA). To focus the functional analysis on brain expressed genes we used, as background for our functional analyses, a list of tissue specific ‘expressed genes’ for both the cerebellum and the hippocampus. Our ‘expressed genes’ lists were obtained by filtering the genes by the normalized expression values and excluding the ones with the lowest expression levels (<10th percentile), and include 13,652 genes for the cerebellum and 13,141 for the hippocampus. The hypergeometric test and the Student’s *t*-test were computed with R (http://www.r-project.org).

### Quantitative PCR

Total RNAs were extracted by Trizol™ reagent (Invitrogen Life Technologies, USA) from dissected hippocampi and cerebella from four WT and four *En2*^*-/-*^ adult mice. RNAs were DNAse-treated and purified with RNeasy Mini Kit (Qiagen, USA). cDNA was synthesized from pooled RNAs (2 μg) using the SuperScript™ VILO™ (Invitrogen Life Technologies, USA) according to the manufacturer’s instructions. Individual PCR reactions were conducted in a volume of 20 μl using the KAPA FAST SYBR qPCR kit (KAPABiosystems, USA) according to manufacturer’s instructions. Mouse mitochondrial ribosomal protein L41 (*Mrpl41*) was used as a standard for quantification as previously shown [30]. Primers (MWG, Germany) were designed on different exons to avoid amplification of genomic DNA. A list of primer sequences is reported in Additional file 1. Each PCR cycle consisted of denaturation for 10 s at 94°C, annealing for 20 s at 60°C and extension for 30 s at 72°C. The fluorescence intensity of SYBR green I was read and acquired at 72°C after completion of the extension step of each cycle. PCR conditions for individual primer sets were optimized by varying template cDNA and primer concentration in order to obtain a single PCR product and amplification efficiency >90%. Relative expression values were calculated using the Pfaffl method [31].

## Results

### Differential gene expression in cerebellum and hippocampus of En2^-/-^ mice

The cerebellum of *En2*^*-/-*^ mice shows Purkinje cell loss and structural abnormalities resembling the neuropathological features observed in ASD patients [20,21,23]. To identify genes and pathways altered in *En2*^*-/-*^ mice, we initially performed transcriptome profiling of the whole cerebellar tissue. 

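RNA from the cerebellum and the hippocampus of 3 WT and 3 *En2*-/- littermates, 3 to 5 months old, was labelled with a single dye and hybridised to Agilent mouse gene expression arrays. Each tissue had 3 arrays per genotype, 12 in all. On such an array each spot carries a short probe for a transcript, and the brightness of the spot measures how much of the labelled transcript has bound to it. The authors deposited the scanner's intensity for every spot, corrected for background within each array by the scanner software, and their own processed log2 values. The scanner intensities were used here, with the authors' processed values as an alternative. Each array held 43379 spots other than control spots, and between 62.3% and 73.0% of them were well above background. No spot was saturated, and between 110 and 331 spots per array carried an outlier flag and were left out. The median signal was between 5.66 and 10.5 times the local background on the cerebellum arrays, both extremes being WT arrays, and between 5.73 and 7.57 times on the hippocampus arrays. The number of arrays limits the precision of every comparison. Intensities were quantile normalized on the log2 scale over the 12 arrays, and the spots of each probe were averaged. The probe with the highest mean over the 12 arrays stood for its gene, and a gene was tested in a tissue where that probe was well above background on all 3 arrays of at least 1 genotype. These rules left 15585 genes in the cerebellum and 14960 in the hippocampus. Differential expression was then called by the rank product, as in the paper's methods. The genes are ranked by their ratio in each of the 9 pairs of an *En2*-/- and a WT array, and the geometric mean of a gene's ranks is compared with 100 permutations of the arrays' values. The paper's limits on the uncorrected P value, 0.01 for the cerebellum and 0.005 for the hippocampus, were kept. A linear model (limma, with Benjamini-Hochberg adjusted p under 0.05) was fitted to the same values in each tissue. The choices that could change the numbers are the background correction, the normalization, the filter on dim probes and the probe that stands for a gene.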

*En2*^*-/-*^ and WT cerebella from adult mice were assessed for differential gene expression by microarray and bioinformatical analysis (see Methods). We found 842 differentially expressed genes in the cerebellum of *En2*^*-/-*^ mice compared to their control littermates. Among these, 407 and 435 were up- and downregulated, respectively. 

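In the cerebellum the rank product called 783 genes differentially expressed, where a P of 0.01 in each direction would by definition admit 311.7 of the genes tested. When no gene was changed in simulated arrays with the spread of these, the same procedure called 586 genes. By limma 103 genes passed the adjusted threshold, all of them among the 783, and 1449 genes had an unadjusted p under 0.05. Among the alternatives, a limit of 0.05 on the percentage of false prediction in place of the P value moved the count most, to 195 genes. When each array was left out in turn, between 561 genes (without the third *En2*-/- array) and 884 genes (without the third WT array) were called. A total of 265 genes were called each time. The median SD of a gene's log2 expression was 0.27 among the WT arrays and 0.25 among the *En2*-/- arrays.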

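Here 373 of the genes called in the cerebellum were higher in *En2*-/- mice and 410 were lower. The median change among them, without its sign, was 1.05 on the log2 scale. With the scanner software's background correction, the 3 largest increases with a single sign in all replicates were in kallikrein 1-related peptidases. These lie together on chromosome 7 (mm9). From the authors' processed values *Tescl*, at 6.06-fold, and *Fn3krp*, at 4.93-fold, rose more in the cerebellum than *Klk1b21*, at 4.72-fold. *Klk1b24* (probe at 51447692 to 51447751) rose by 8.36 on the log2 scale (SE 0.42, limma adjusted p = 0.000173), *Klk1b26* by 5.87 (SE 0.42, limma adjusted p = 0.000961) and *Klk1b21* by 5.86 (SE 0.46, limma adjusted p = 0.00155). In WT cerebellum these probes were well above background on 1, 2 and 0 of 3 arrays, respectively. A fold change against a group not measured on every array is a bound. It was taken against the mean, over the 3 arrays of that group, of the higher of the probe's own signal and the lowest signal of any probe well above background. With the scanner software's background correction *Klk1b24* was by this rule at least 258-fold higher and *Klk1b21* at least 22.1-fold higher in *En2*-/- mice. For *Klk1b26* the rule left the fitted 58.4-fold increase unchanged, so that value is an estimate and not a lower bound. These values, and the bounds of the other genes, hold for that correction alone. From the authors' processed values *Klk1b24*, *Klk1b26* and *Klk1b21* rose by 5.53, 3.49 and 2.24 on the log2 scale, less than these values. Among the genes that decreased, *Ccl21a* fell by 6.87 (SE 0.46, limma adjusted p = 0.000632) and was at least 71.0-fold lower. *Prl2c5* fell by 5.52 (SE 0.46, limma adjusted p = 0.00195), at least 39.9-fold lower, and *Gm5148* fell by 5.51 (SE 0.17, limma adjusted p = 9.98e-06), at least 16.0-fold lower. In *En2*-/- cerebellum the probes of *Ccl21a* and *Gm5148* were well above background on 0 of 3 arrays and that of *Prl2c5* on 1 of 3. From the authors' processed values *Ccl21a*, *Prl2c5* and *Gm5148* changed by -3.60, -3.29 and -1.91, again less than the bounds.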

Alterations in limbic structures have also been shown in the temporal lobes of autistic patients. The main abnormalities were shown in the superior temporal sulcus and the ventral-basal temporal region, both of which are involved in decoding social stimuli and therefore are associated with the social deficits [32-34]. Most importantly, we previously showed anatomical defects in the *En2*^*-/-*^ hippocampus that might contribute to the behavioral deficits displayed by these mutants [27]. We therefore combined the cerebellar gene expression profile to that of the hippocampus. 

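In the hippocampus the rank product called 618 genes, 274 of them higher and 344 lower in *En2*-/- mice, where the limit would admit 149.6 of the genes tested by definition and 369 genes were called in simulated arrays with no gene changed. By limma 199 genes passed the adjusted threshold, 106 higher and 93 lower, and 189 of them were among the genes called by the rank product. An unadjusted p under 0.05 was reached by 2916 genes. With single arrays left out, the rank product called between 443 genes (without the third *En2*-/- array) and 567 genes (without the first *En2*-/- array), and 230 genes were called each time. A limit of 0.01 on the P value, as in the cerebellum, raised the count to 932. The median SD of a gene was 0.26 among WT arrays and 0.20 among *En2*-/- arrays. Apart from *Fn3krp*, the largest changes were again in genes that were not well above background on every array of 1 genotype. *Klk1b24* rose by 6.32 on the log2 scale (SE 0.59, limma adjusted p = 0.00565) and was at least 27.9-fold higher, with 0 of 3 WT arrays well above background. *Tescl* rose by 5.42 (SE 1.07, limma adjusted p = 0.0622), at least 15.1-fold, with 1 of 3 WT arrays well above background. *Fn3krp*, measured on every array, rose by 4.61 (SE 0.17, limma adjusted p = 4.24e-05), or 24.5-fold. *Ccl21a* fell by 7.58 (SE 0.38, limma adjusted p = 0.000114), *9430027B09Rik* fell by 5.21 (SE 0.27, limma adjusted p = 0.000114) and *Gm5148* fell by 4.74 (SE 0.19, limma adjusted p = 5.23e-05). With 0 of 3 *En2*-/- arrays well above background for each, these 3 genes were at least 47.0-fold, 9.52-fold and 7.80-fold lower. From the authors' processed values these 6 genes changed less, by 3.24, 2.78, 3.17, -3.96, -2.01 and -1.72, so that the bounds hold only with the scanner software's background correction.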

We found 862 differentially expressed genes in the hippocampus, among those 378 were upregulated and 484 were downregulated in *En2*^*-/-*^ mice compared to their littermate controls. Additional file 2 shows the entire list of genes differentially expressed in the cerebellum and hippocampus of *En2*^*-/-*^ mice with the differential expression *P* value and the percentage of false prediction (pfp) value calculated by RankProd. 

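Of the 842 genes that the paper's Additional file 2 lists for the cerebellum, 837 were tested here, 435 of these (52.0%) were called and 433 were called in the paper's direction. A further number were not called but moved the same way, so that 740 of the 837 had the paper's direction. For the hippocampus 860 of the paper's 862 genes were tested, 380 (44.2%) were called, 379 in the paper's direction, and 778 moved in that direction. These shares do not compare like with like. The paper's fold changes equal those of single probes in the authors' processed values for 839 and 861 genes. With those values and every probe ranked on its own, a setting chosen after seeing the values, 99.4% and 99.8% of the listed genes were called. The pfp estimates the share of false calls in a list that ends at a given gene. Its median over the genes called here was 0.190 in the cerebellum and 0.107 in the hippocampus, and its highest value was 0.416 and 0.268. In simulated arrays with no gene changed, 586 cerebellum and 369 hippocampus genes were called. The pfp can therefore understate the share of false calls on such arrays. In the paper's lists the reported median is 0.275 for the cerebellum and 0.133 for the hippocampus. A pfp under 0.05 was found here for 195 cerebellum and 179 hippocampus genes, and the paper's lists hold 140 and 204 such genes.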

Given the profound structural and cytoarchitectural phenotype of the *En2*^*-/-*^ cerebellum and the variability of the phenotype among individuals, we chose to be more permissive and include genes with smaller differential expression fold changes applying a moderate cutoff to the uncorrected *P* value [see Additional file 2]. Differentially expressed genes, which are common in the hippocampus and the cerebellum, are summarized in Figure 1 and listed in Additional file 3. 

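Here 185 genes were called in both tissues, out of 14682 tested in both. Independent calls would share 24.7 genes (exact hypergeometric test over genes, p = 3.06e-116). Other splits of the arrays into groups of 3, paired across the tissues, shared a median of 62 genes and at most 178. The hypergeometric p therefore overstates the evidence, and chance cannot be excluded. Of the 185 genes, 171 (92.4%) were called in the same direction, 83 higher and 88 lower in *En2*-/- mice, and 14 in opposite directions. The arrays of *Lars2*, which was called lower in both tissues, were widely spread, and its mean log2 fold change was -0.39 in the cerebellum and 0.45 in the hippocampus. Across these genes the log2 fold changes of the tissues had a Pearson r of 0.906, which was 0.276 across all genes tested in both. Genes are not independent replicates, and for neither value was a p computed. By limma 49 genes passed the adjusted threshold in both tissues, each of them in the same direction. In the simulated arrays with no gene changed, 35 genes were called in both tissues, 20 of them in the same direction. With single arrays left out the number of genes called in both tissues stayed between 145 and 186.

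**Figure D1:**
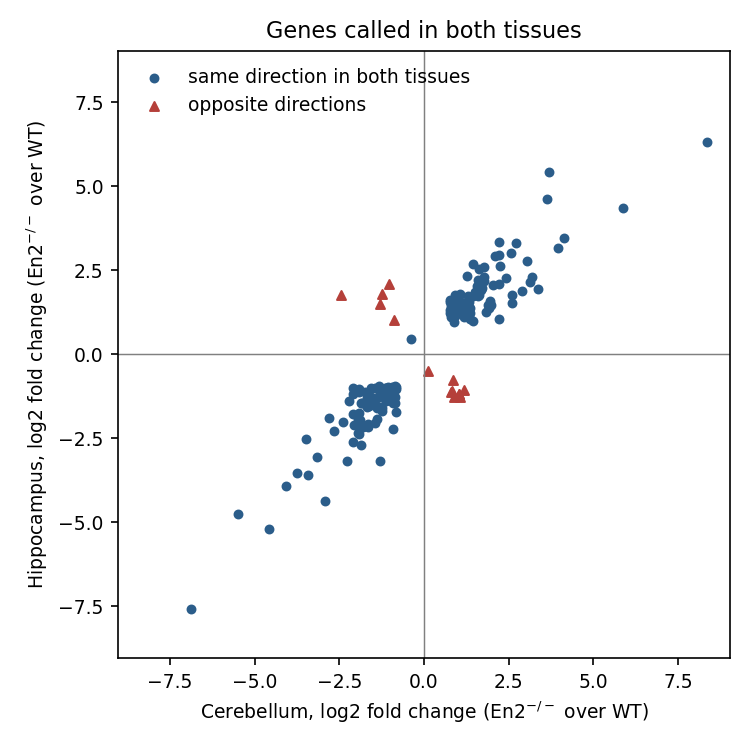
Log2 fold change (*En2*-/- over WT, mean of 3 arrays each) in the cerebellum (x axis) and in the hippocampus (y axis) for the 185 genes called in both tissues. Circles are the 171 genes called in the same direction by the rank product, and triangles the 14 called in opposite directions. The direction is the one in which the rank product called the gene.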

Remarkably, *En2* was not among the differentially expressed genes. 

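The probe for *En2* was well above background on all arrays of both tissues. In the cerebellum its normalized log2 expression was 14.15 ± 0.41 (SD, n = 3) in WT and 14.46 ± 0.37 (SD, n = 3) in *En2*-/- mice. The difference of 0.31 (SE 0.28, limma adjusted p = 0.837) was within the spread of the arrays. In the hippocampus it was 7.69 ± 0.28 (SD, n = 3) in WT and 7.46 ± 0.60 (SD, n = 3) in *En2*-/- mice, a difference of -0.23 (SE 0.31, limma adjusted p = 0.711). The rank product P value of *En2*, from permutations, was 0.126 in the cerebellum and 0.155 in the hippocampus. No array left out, and no other background correction, normalization or filter tried, made *En2* a called gene in either tissue.

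**Figure D2:**
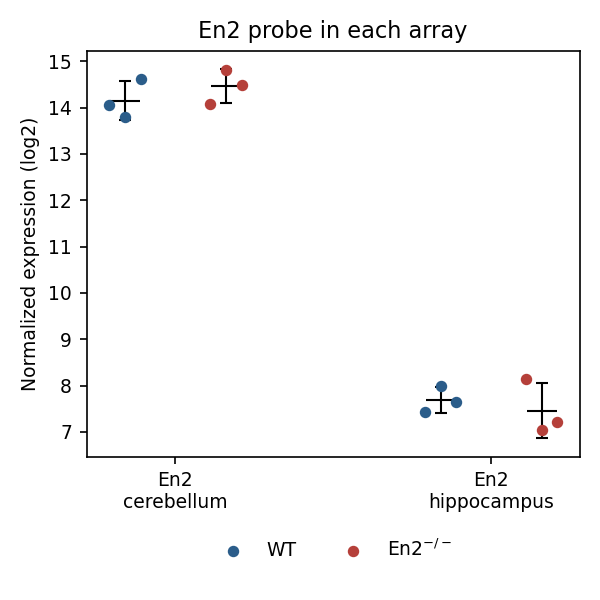
Normalized log2 expression of the *En2* probe (y axis) on each array of the cerebellum and the hippocampus (x axis), WT in blue and *En2*-/- in red. Points are arrays, and bars give the mean and SD of 3 arrays; in each tissue the genotypes overlap.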

The microarray probe for *En2* (A_51_P397876) was designed on the 3′ untranslated region of the gene that is not deleted in the *En2*^*-/-*^ locus [20]. 

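The annotation in the deposited files places this probe on chromosome 5 of the mouse genome (mm9), from 28498468 to 28498528. It is the only probe on the array for *En2*. On the individual cerebellum arrays its log2 signal was 14.06, 13.80 and 14.61 in the WT mice and 14.08, 14.81 and 14.50 in the *En2*-/- mice.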

Our data confirm the previous reports indicating the presence of a residual transcript from the *En2*^*-/-*^ locus [20]. Furthermore, real-time quantitative PCR (qPCR) analysis of En2 expression using homeobox specific primers revealed no expression of the full-length gene in *En2*^*-/-*^ mice [see Additional file 4].

**Figure 1:**
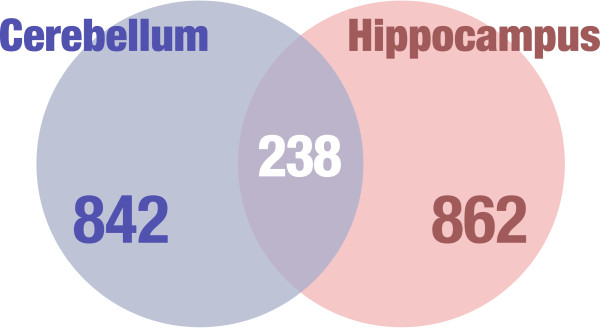
**Venn diagram of differentially expressed genes in *En2***^***-/-***^**adult cerebellum and hippocampus.** A total of 842 and 862 differentially expressed genes were identified in the adult cerebellum (CB, blue) and hippocampus (Hippo, red) of *En2*^*-/-*^ mice, respectively. Among these, 238 show differential expression in both tissues.

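The paper's Additional file 3 lists 212 of these genes with the same direction in both tissues, 106 higher and 106 lower, and 26 with opposite directions. Of the 237 tested here in both tissues, 118 were called in both. A gene called in a single tissue is not thereby shown to respond differently in the other. The difference between the genotype effects of the tissues was therefore tested for each gene in a limma model over the 12 arrays. It passed an adjusted p of 0.05 for 17 genes, with an effect more positive in the cerebellum for 5 and in the hippocampus for 12. An unadjusted p under 0.05 was reached by 1743 genes. The model took the 12 arrays as independent, although the same mice gave both tissues. Without the third cerebellum *En2*-/- array 1 gene passed, without the third hippocampus *En2*-/- array 2 and without the first hippocampus WT array 3, so the 17 genes rest on single arrays. Only 2 of them were among the 185 genes called in both tissues.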

### Functional analysis

To explore the biological processes most relevant to the phenotype of the *En2*^*-/-*^ mice, the differentially expressed genes were analyzed through integrated gene-network analysis using the curated Ingenuity Pathway Analysis (IPA) database and the Database for Annotation, Visualization and Integrated Discovery (DAVID). Additional file 5 shows the most significantly enriched disease and cellular function categories obtained with IPA and gene ontology analysis. Functional categories included increased seizure and decreased neurotransmission release in the hippocampus, and decreased cancer-related diseases and development of lymphocytes as cellular function in the cerebellum. To identify statistically significant over-representation of key neurobiological processes, functional annotation analysis was performed with DAVID using a tissue specific list of ‘expressed genes’ as background (see Methods). To verify the tissue-expression pattern of the samples, we first classified the differentially expressed genes based on their tissue expression (*P* <0.05, calculated using Benjamini multiple testing correction). We only found significant tissue expression terms for *En2*^*-/-*^ hippocampus showing significant enrichment in expression of genes related to ‘brain cortex’, ‘brain’, ‘hypothalamus’, ‘eye’ and ‘hippocampus’ [see Additional file 6]. We then analyzed the functional annotation using gene sets from the gene ontology (GO) public databases and our ‘expressed genes’ list as background. Figure 2 shows all GO terms enriched in the differentially expressed genes of *En2*^*-/-*^ cerebellum with the gene counts and the relative *P* value (*P* <0.05, calculated using Benjamini multiple testing correction). 

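Genes of the major histocompatibility complex lie on chromosome 17 and carry symbols that begin with H2-. Of 22 such genes tested, 6 were called in the cerebellum, 5 higher and 1 lower in *En2*-/- mice, where the share of calls among all genes would give 1.11 (Fisher's exact test, p = 0.000589). *H2-Bl* rose by 1.78 on the log2 scale (SE 0.25, limma adjusted p = 0.0199), and its other probes rose by 3.58 and 4.01. In the hippocampus the first of these probes changed by -0.43 and the others rose by 4.54 and 3.61, with 0 of 3 WT arrays well above background. *H2-Aa*, with 5.64 ± 0.12 (SD, n = 3) in WT and 7.10 ± 1.42 (SD, n = 3) in *En2*-/- mice, rose by 1.45, but the genotypes overlapped (limma adjusted p = 0.514). *H2-Q10*, *H2-Q5* and *H2-Q7* rose by 0.81, 0.79 and 0.81, with SEs of 0.28, 0.27 and 0.23 and limma adjusted p values of 0.396, 0.388 and 0.267. These 3 genes belong to a family, and whether a transcript of 1 of them binds the probes of the others was not tested. Each was called when either of 2 arrays was left out and lost when any of the other 4 was, as was *H2-Aa* without the first *En2*-/- array (0.91). *H2-Eb1* fell by 1.93 (SE 0.23, limma adjusted p = 0.0109). As a set, 21 genes with a value on every array had a median log2 fold change of 0.48, with 13 higher and 8 lower. The set stood above the other genes by camera, a set test of limma that assumes a small fixed correlation between genes (p = 0.00294, adjusted over 6 set tests 0.00882). It did not with the correlation of 0.485 estimated from the arrays (p = 0.375) or by fry (p = 0.407). Without the third WT array the adjusted camera p was 0.226, without the first *En2*-/- array 0.0874 and without the third *En2*-/- array 0.0515.

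**Figure D3:**
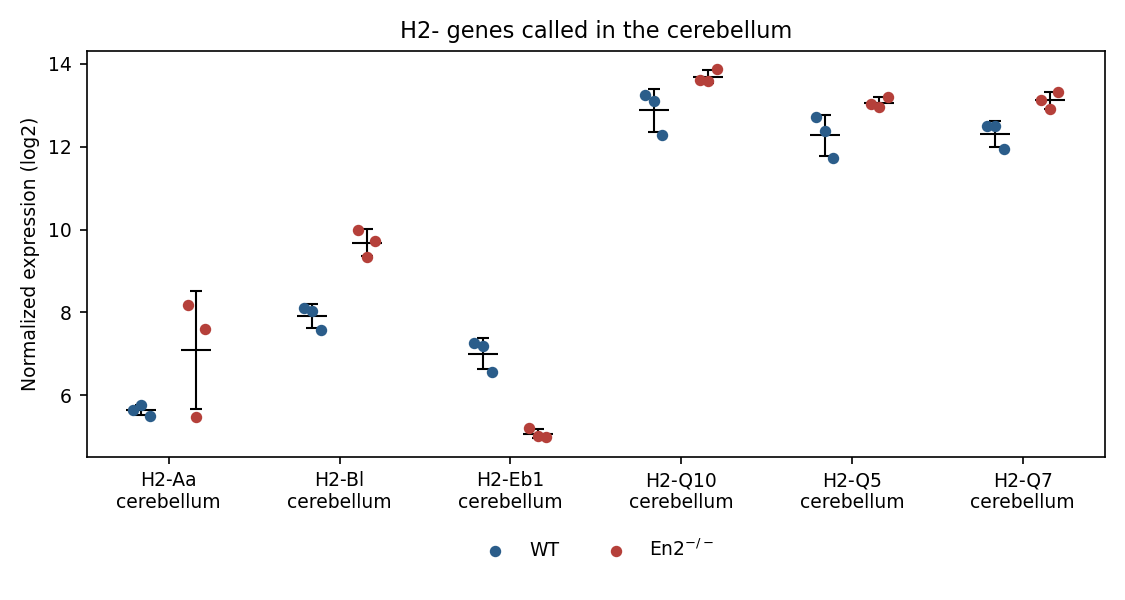
Normalized log2 expression (y axis) on each cerebellum array of the 6 genes with H2- symbols that were called (x axis), WT in blue and *En2*-/- in red. Points are arrays, and bars give the mean and SD of 3 arrays; *H2-Eb1* is lower in *En2*-/- mice, and the second *En2*-/- array of *H2-Aa* lies at the WT level.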

Among the most represented functional categories were several terms related to the major histocompatibility complex (MHC)-mediated immunity and immune response. The GO terms related to the *En2*^*-/-*^ hippocampus are shown in Figure 3 with the gene counts and the relative *P* value (*P* <0.05, calculated using Benjamini multiple testing correction). Of the enriched terms, many related to the cellular components synapse, synaptic vesicle and neuronal projection. 

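The gene ontology sets of the paper were not used here. Sets were instead fixed from the gene descriptions in the deposited files. The 56 hippocampal genes whose description contains the letters synap, called synaptic here, had a median log2 fold change of -0.08. Of these, 22 were higher and 34 lower in *En2*-/- mice. Such a match can take in other genes and miss synaptic genes described in other words. By limma's camera the set was lower with an adjusted p = 0.0955 over 6 set tests, from 0.0477 without adjustment, and so did not pass 0.05. Only without the first WT array was the adjusted value under 0.05, at 0.0407. The 72 genes described as voltage-gated or voltage-dependent had a median of -0.16, with 29 higher and 43 lower (limma's camera, adjusted p = 0.00261). Their adjusted p stayed between 0.000697 and 0.00882 with each array left out. The unadjusted p of this set was 0.0298 by fry and 0.0720 with the correlation between genes estimated from the arrays. After adjustment over the 6 tests these became 0.165 and 0.432. The rank product called 2 of 57 synaptic genes, where the share of calls would give 2.35, and 6 of 72 voltage-gated genes, where it would give 2.97. Of the latter 5 were lower in *En2*-/- mice (Fisher's exact test, p = 0.124 for the voltage-gated genes).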

Within the biological processes, the most represented terms were ‘neuronal activities’ and ‘calcium mediated signal’. Interestingly, the keyword ‘phosphoprotein’ was significantly enriched, suggesting a generic alteration in the protein phosphorylation state in the *En2*^*-/-*^ hippocampus.

**Figure 2:**
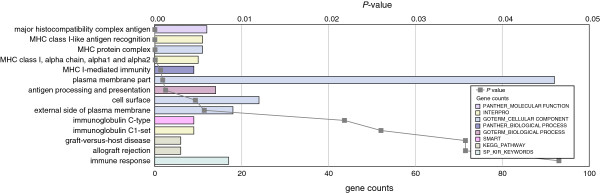
**Overrepresented gene ontology categories for differentially expressed genes in the *En2***^***-/-***^**adult cerebellum.** Differentially expressed genes (n = 842) were analyzed for enrichment in gene ontology categories using DAVID with a Benjamini corrected *P* value cutoff of 0.05. Categories are arranged from most significant and downwards (gray line), for each category the number of genes is indicated by the length of the horizontal bars (gene counts). To highlight distinct ontological categories, bars are color-coded as indicated in the inset to the figure. Data details are also reported in Additional file 5.

**Figure 3:**
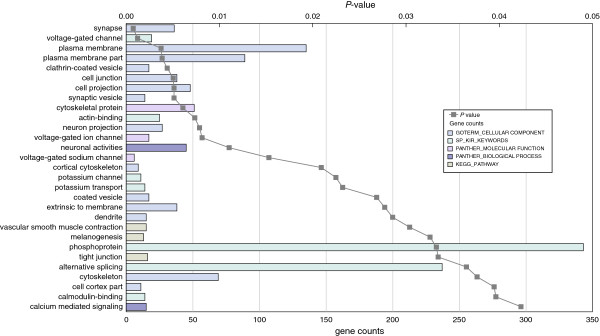
**Overrepresented gene ontology categories for differentially expressed genes in the *En2***^***-/-***^**adult hippocampus.** Differentially expressed genes (n = 862) were analyzed for enrichment in gene ontology categories using public databases with a Benjamini corrected *P* value cutoff of 0.05. Further details regarding the figure and inset are described in the legend to Figure 2. Data details are also reported in Additional file 5.

To assess the functional consequences of *En2* ablation, we analyzed enrichment of the differentially expressed genes based on the mouse phenotype from the Mammalian Phenotype Ontology (MPO) project [35], using ToppGene [36]. In the *En2*^*-/-*^ cerebellum the only significantly enriched mouse phenotype was ‘loss of dopaminergic neurons’, a term associated with the cerebellar phenotype by the role of *En2* in midbrain/hindbrain development and dopaminergic neuron survival [37,38]. 

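Among 8 marker genes of dopaminergic neurons, 6 were expressed in the cerebellum strongly enough to be tested. All 6 had a higher mean in *En2*-/- mice, with a median log2 fold change of 0.61. This median lay at percentile 99.98 of the medians of 10000 random lists of the same size and expression. *Slc6a3*, the dopamine transporter gene, rose by 2.97 (SE 1.69, limma adjusted p = 0.681) and *Nr4a2* by 0.82 (SE 0.39, limma adjusted p = 0.603), and both were called by the rank product. The change in *Th*, 0.65 (SE 0.38, limma adjusted p = 0.687), was not called. The increase was not present in every mouse. Relative to the WT mean, the mean over the list was -0.28, 1.78 and 1.37 log2 units on the 3 *En2*-/- arrays and between -0.26 and 0.34 on the WT arrays (exact permutation test, two-sided p = 0.4).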

For the hippocampus we found significant enrichment for terms related to seizure and altered synaptic transmission (Figure 4). These data are in accordance with our previously described increase in seizure susceptibility and decrease in GABAergic neuron subpopulations in *En2*^*-/-*^ mice [27,30].

**Figure 4:**
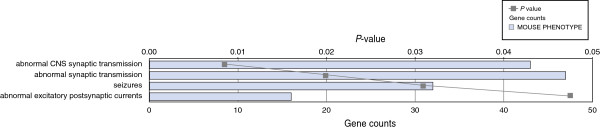
**Mouse phenotype categories associated with differentially expressed genes in the *En2***^***-/-***^**hippocampus.** Differentially expressed genes in *En2*^*-/-*^ hippocampus were analyzed for enrichment in mouse phenotypes using ToppGene with a corrected *P* value cutoff of 0.05. Categories are arranged from most significant and downwards (gray line); number of genes in the category is indicated by the length of the horizontal bars (gene counts).

Remarkably, when analyzed specifically for ASD-associated genes, the differentially expressed genes showed significant over-representation of known ASD susceptibility genes when compared directly to the repository of the Simons Foundation and Autism Research Initiative (SFARI) database (gene.sfari.org). Since the SFARI database comprises genes related to neurodevelopmental disorders, therefore expressed in the brain, we filtered the SFARI database gene list with our list of ‘expressed genes’ in the cerebellum and in the hippocampus (see Methods for details). We used these SFARI gene lists to calculate enrichment with our differentially expressed genes. 

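All 21 cerebellum genes and 33 hippocampus genes of Table 1 were tested. In the cerebellum 8 of the 21 were called by the rank product and 19 changed in the direction of Table 1. In the hippocampus 9 of the 33 were called and 31 were counted in that direction. These 31 include *Ep400*, whose fold change of 1.00 shows no direction. Every called gene had the direction of Table 1. Fold changes (*En2*-/- over WT) of the listed genes ranged from 0.405 to 2.47 in the cerebellum and from 0.317 to 2.39 in the hippocampus. No listed cerebellum gene and 3 listed hippocampus genes passed limma's adjusted threshold over all genes tested. Adjusted over the list alone, 6 and 21 genes passed. The paper chose these genes on the same arrays, so the latter counts are not independent evidence. The count of called genes depended on the values used and on the probe that stood for a gene. From the authors' own processed values, with 1 probe standing for a gene, 14 cerebellum and 19 hippocampus genes were called. With every probe of those values ranked on its own, a setting chosen after seeing the values, all 21 and all 33 were called. In the cerebellum 3 genes were called without the first WT array, 3 without the second WT array and 4 without the third *En2*-/- array. In the hippocampus 6 to 9 genes were called with single arrays left out.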

Table 1 shows the list of the ASD-associated differentially expressed genes for the cerebellum and the hippocampus. To compute significant enrichment between our differentially expressed genes and the SFARI genes, we employed the hypergeometric test. The statistical analysis indicated significant enrichment only for the hippocampus (*P* <0.05), whereas no significant enrichment was observed for the cerebellum.

**Table 1:** **Enrichment of autism spectrum disorder (ASD)-related genes in *En2***^***-/- ***^**cerebellum and hippocampus differentially expressed genes**

**(a) Cerebellum**			
**Gene Symbol**	**Gene Name**	***P *** **value**	**Fold change**
*Ada*	adenosine deaminase	3.50E-03	1.705
*Ahi1*	Abelson helper integration site 1	4.70E-03	1.690
*Cacna1g*	calcium channel, voltage-dependent, T type, alpha 1G subunit	8.20E-03	0.670
*Cdh10*	cadherin 10	4.40E-03	1.662
*Eml1*	echinoderm microtubule associated protein like 1	2.80E-03	0.581
*Erbb4*	v-erb-a erythroblastic leukemia viral oncogene homolog 4 (avian)	9.90E-03	0.653
*Glo1*	glyoxalase 1	6.00E-03	0.625
*Gnas*	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus	5.60E-03	1.565
*Grm5*	glutamate receptor, metabotropic 5	3.70E-03	1.656
*Itgb7*	integrin beta 7	1.00E-04	0.453
*Kdm5c*	lysine (K)-specific demethylase 5C	8.50E-03	0.660
*Kit*	kit oncogene	3.00E-03	0.591
*Nrp2*	neuropilin 2	0.00	2.503
*Nrxn3*	neurexin III	1.80E-03	1.843
*Park2*	Parkinson disease (autosomal recessive, juvenile) 2, parkin	5.20E-03	1.723
*Pinx1*	PIN2/TERF1 interacting, telomerase inhibitor 1	1.00E-03	1.871
*Plcb1*	phospholipase C, beta 1	3.60E-03	1.677
*Rb1cc1*	RB1-inducible coiled-coil 1	6.90E-03	1.635
*Rpp25*	ribonuclease P 25 subunit (human)	8.00E-03	0.619
*Stk39*	serine/threonine kinase 39, STE20/SPS1 homolog (yeast)	9.40E-03	1.548
*Th*	tyrosine hydroxylase	7.90E-03	1.564
**(b) Hippocampus**			
**Gene Symbol**	**Gene Name**	***P *** **value**	**Fold change**
*Aff4*	AF4/FMR2 family, member 4	1.30E-03	4.490
*Atp2b2*	ATPase, Ca++ transporting, plasma membrane 2	2.80E-03	0.544
*Baiap2*	brain-specific angiogenesis inhibitor 1-associated protein 2	8.00E-04	0.478
*Camta1*	calmodulin binding transcription activator 1	4.40E-03	0.561
*Dab1*	disabled homolog 1 (Drosophila)	4.10E-03	0.552
*Dctn5*	dynactin 5	4.10E-03	1.733
*Dlg4*	discs, large homolog 4 (Drosophila)	0.00	0.346
*Egr2*	early growth response 2	7.00E-04	2.099
*Eif4ebp2*	eukaryotic translation initiation factor 4E binding protein 2	3.90E-03	0.551
*Ep400*	E1A binding protein p400	2.00E-04	2.361
*Foxp1*	forkhead box P1	3.00E-04	0.425
*Gabra4*	gamma-aminobutyric acid (GABA) A receptor, subunit alpha 4	4.00E-04	2.151
*Gnas*	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus	3.90E-03	0.555
*Gsk3b*	glycogen synthase kinase 3 beta	3.50E-03	0.541
*Gtf2i*	general transcription factor II I	3.80E-03	0.552
*Kit*	kit oncogene	2.00E-04	0.417
*Klc2*	kinesin light chain 2	4.80E-03	0.565
*Lrrc1*	leucine rich repeat containing 1	4.20E-03	1.742
*Nrcam*	neuron-glia-CAM-related cell adhesion molecule	3.10E-03	1.777
*Ntng1*	netrin G1	1.90E-03	1.842
*Ntrk3*	neurotrophic tyrosine kinase, receptor, type 3	1.00E-04	0.426
*Park2*	Parkinson disease (autosomal recessive, juvenile) 2, parkin	1.00E-04	2.402
*Plcb1*	phospholipase C, beta 1	8.00E-04	0.487
*Prkcb*	protein kinase C, beta	8.00E-04	0.490
*Rpp25*	ribonuclease P 25 subunit (human)	1.10E-03	0.487
*Sbf1*	SET binding factor 1	4.40E-03	0.562
*Scn1a*	sodium channel, voltage-gated, type I, alpha	1.00E-04	0.410
*Scn8a*	sodium channel, voltage-gated, type VIII, alpha	1.00E-04	0.414
*Syn1*	synapsin I	5.00E-04	0.469
*Syne1*	synaptic nuclear envelope 1	4.80E-03	0.562
*Thra*	thyroid hormone receptor alpha	1.00E-04	0.419
*Ube2h*	ubiquitin-conjugating enzyme E2H	4.00E-03	0.559
*Ubl7*	ubiquitin-like 7 (bone marrow stromal cell-derived)	3.70E-03	0.557

ASD-related genes enriched in the *En2*^*-/-*^ (**a**) cerebellum and (**b**) hippocampus with their differential expression *P* value and fold change.

To compare our findings with the three major genome-wide expression studies on ASD brain tissue [9,39,40], we matched the publicly available differentially expressed genes with the same ASD-related gene lists that we used for our analysis. To increase accuracy, we computed, for each study, the hypergeometric test and obtained an enrichment *P* value that we used for direct comparison. Table 2 summarizes the results of the enrichment analyses, separated in tissue-specific groups, and the comparison between the studies. For Voineagu *et al.*[9] we re-analyzed the cerebellum data using the GEO2R tool with default parameters and used these results to evaluate the correspondence with our study. The results for cerebellum show a significant enrichment with ASD-associated genes only for the Voineagu *et al.* study (4.75% enrichment, *P* = 0.0343). Our study, however, was the only one to display significant enrichment of ASD-related genes (4.24% enrichment, p = 0.0265) in the limbic regions.

**Table 2:** Correlation of Simons Foundation and Autism Research Initiative (SFARI) database genes with published transcriptome studies in Autism Spectrum Disorder (ASD) brain and our study

**Cerebellum**	**# SFARI genes**	**% enrichment**	***P *** **value**	**Gene names**
**This study** (3 *En2*^*-/-*^, 3 WT)	21	2.79%	4.98E-01	*Ada,* ***Ahi1****,* ***Cacna1g****, Cdh10, Eml1, Erbb4, Glo1, Gnas, Grm5, Itgb7, Kdm5c, Kit, Nrp2, Nrxn3, Park2, Pinx1, Plcb1, Rb1cc1, Rpp25, Stk39, Th*
**Voineagu *et al.*** [9] (11 autism, 10 controls)	16	4.75%	3.43E-02 (*)	***AHI1****, ANK3,* ***CACNA1G****, CBS,* ***EN2****, EPHB6, FAT1, FOXP1,GAP43, GRIN2A, HSD11B1, NLGN3, NTNG1, RAB11FIP5, SLC30A5, UBE3A*
**Purcell *et al.*** [39] (9 autism, 9 controls)	1	3.33%	5.85E-01	*CNR1*
**Limbic regions**	**# SFARI genes**	**% enrichment**	***P *** **value**	**Gene names**
**This study** (3 *En2*^*-/-*^, 3 WT)	33	4.24%	2.65E-02 (*)	*Aff4,* ***Atp2b2****, Baiap2, Camta1, Dab1, Dctn5, Dlg4, Egr2,* ***Eif4ebp2****, Ep400, Foxp1, Gabra4, Gnas, Gsk3b, Gtf2i, Kit, Klc2, Lrrc1, Nrcam, Ntng1,* ***Ntrk3****, Park2, Plcb1,* ***Prkcb****,* ***Rpp25****, Sbf1, Scn1a, Scn8a, Syn1, Syne1, Thra,* ***Ube2h****, Ubl7*
**Voineagu *et al.*** [9] (13 autism, 13 controls)	36	3.70%	1.04E-01	***AHI1****, APBA2,* ***ATP2B2****, ATRNL1, AUTS2, BCL2, BTAF1, CADM1, CD99L2, DNM1L, DPP10,* ***EIF4EBP2****, FAT1, GRIN2A, ICA1, MAOA,* ***MSN****,* ***NTRK3****, PCDH9, PPFIA1,* ***PRKCB****, PTCHD1, RAB11FIP5, RGS7,* ***RPP25****, SLC16A3, SLC25A12,* ***SLC9A9,*** *STXBP1, SYT17, TOMM20, TSC2, TUBGCP5,* ***UBE2H****, UBR5, UPF3B*
**Garbett *et al.*** [40] (6 autism, 6 controls)	4	3.05%	5.52E-01	***AHI1****,* ***MSN****, SDC2,* ***SLC9A9***

Percentage of enrichment calculated on SFARI ASD-associated genes compared to the number of differentially expressed genes. Differentially expressed genes in Voineagu *et al.*[9] calculated using GEO2R analysis. Genes present in at least two of the studies are shown in bold. Enrichment *P* values calculated with the hypergeometric test, (*) *P* <0.05.

To validate microarray findings with qPCR analysis, we selected eight and eighteen representative genes from the cerebellum and the hippocampus differentially expressed gene lists, respectively. 

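The genes shown in Figure 5 were taken together to compare their changes on the arrays. In the cerebellum *Nrp2* rose most, from 11.34 ± 0.22 (SD, n = 3) in WT to 12.64 ± 0.30 (SD, n = 3) in *En2*-/- mice, a 2.47-fold increase (limma adjusted p = 0.0549). It was called in the full set and with each array left out. The change in *Erbb4* was -0.59 on the log2 scale (SE 0.31) and that in *Cacna1g* was 0.04 (SE 0.30), neither of them called, although *Erbb4* was called from the authors' processed values (-0.62), after other background corrections (-0.63) and without the third WT array (-0.96). A second probe of *Cacna1g* changed by -0.55. In the hippocampus *Gabra4* rose by 1.10 (SE 0.20, limma adjusted p = 0.0447), *Park2* by 1.25 (SE 0.50, limma adjusted p = 0.223) and *Egr2* by 1.11 (SE 0.41, limma adjusted p = 0.206), and all 3 were called. The probes of *Park2* differed, with changes of -1.77 and 0.40 for the others. *Ntng1* rose by 0.88 (SE 0.19) and was not called, with changes of 1.42, past the limit when every probe was ranked on its own, and -0.34 for its other probes. Among the decreases, *Plcb1* (-1.10), *Cttn* (-1.10), *Fxr2* (-1.04) and *Gsk3b* (-0.99) were called, with SEs between 0.24 and 0.37 and limma adjusted p values between 0.101 and 0.177. *Nlgn2* (-0.85), *Prkcb* (-0.77), *Gnas* (-0.76), *Gabbr1* (-0.34), *Ntrk3* (-0.28) and *Syn1* (-0.08) were not called. For *Ntrk3*, *Syn1* and *Prkcb* a second probe changed by -1.25, -1.11 and -1.10, each past the limit when every probe was ranked on its own. Other probes changed by -0.98 and -0.62 for *Gabbr1* and by between -0.84 and 0.58 for *Gnas*, and a second probe of *Gsk3b* by -0.06. A second probe of *Cttn* changed by -1.16, with 1 of 3 *En2*-/- arrays well above background, and another of *Plcb1* by -1.17. Both were past the limit when every probe was ranked on its own, but *Plcb1* probes with changes of -0.52 and -0.50 were not. Many of these calls rest on single arrays. *Gabra4* lost its call when either of 2 arrays was left out, *Park2* with either of 2, *Egr2*, *Plcb1* and *Fxr2* with any of 3, and *Cttn* and *Gsk3b* with any of 4.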

The selected genes reported differential expression values in microarray experiments ranging between 0.41 fold decrease to 2.5 fold increase. With qPCR, five of the eight selected genes showed statistically significant differential expression in the *En2*^*-/-*^ cerebellum [glutamate receptor, metabotropic 5 (*Grm5*) *P* = 0.031; neurexin III (*Nrxn3*) *P* = 0.032; neuropilin 2 (*Nrp2*) *P* = 0.009; v-erb-a erythroblastic leukemia viral oncogene homolog 4 (*Erbb4*) *P* = 0.003; calcium channel, voltage-dependent, T type, alpha 1G subunit (*Cacna1g*) *P* = 0.003] (Figure 5a). Fifteen genes of the eighteen selected were instead significantly changed in the *En2*^*-/-*^ hippocampus [netrin G1 (*Ntng1*) *P* = 0.008; Parkinson disease (autosomal recessive, juvenile) 2, parkin, (*Park2*) *P* = 0.004; gamma-aminobutyric acid (GABA) A receptor, subunit alpha 4 (*Gabra4*) *P* = 0.007; early growth response 2 (*Egr2*) *P* = 0.007; sodium channel, voltage-gated, type I, alpha (*Scn1a*) *P* = 0.001; neurotrophic tyrosine kinase, receptor, type 3 (*Ntrk3*) *P* = 0.0003; phospholipase C, beta 1 (*Plcb1*) *P* = 0.0001; cortactin (*Cttn*) *P* = 0.0005; synapsin I (*Syn1*) *P* = 0.007; fragile X mental retardation, autosomal homolog 2 (*Fxr2*) *P* = 0.0004; protein kinase C, beta (*Prkcb*) *P* = 0.001; gamma-aminobutyric acid (GABA) B receptor, 1, (*Gabbr1*) *P* = 0.03; neuroligin 2 (*Nlgn2*) *P* = 0.001; glycogen synthase kinase 3 beta (*Gsk3b*) *P* = 0.003; GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus (*Gnas*) *P* = 0.01] (Figure 5b). Except for *Egr2,* in all tested genes the expression differences reported by qPCR correlated with the microarray data (Pearson r = 0.84, *P* < 0.00005).

**Figure 5:**
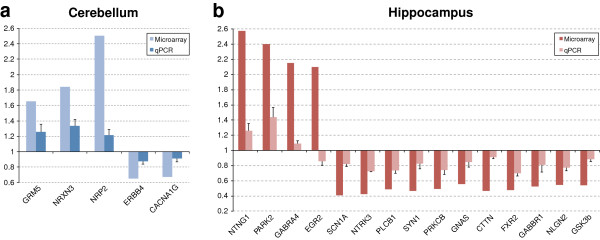
**Quantitative PCR validation of differentially expressed genes.** A selected number of differentially expressed genes in the *En2*^*-/-*^ cerebellum **(a)** and hippocampus **(b)** were validated by qPCR. Relative mRNA expression level (fold expression) as obtained by qPCR performed on whole cerebellum or hippocampus extracts of adult wild type (WT) and *En2*^*-/-*^ mice. Correlation of fold expression from qPCR (light color bars) and microarray (dark color bars) results was calculated using Pearson’s Correlation. Except for *Egr2*, qPCR results for all the evaluated genes showed significant correlation with microarray results (R = 0.84; *P* <0.05). Values are expressed as each gene/*L41* comparative quantitation ratios normalized on the expression of WT (mean ± s.e.m of three replicates from pools of four animals per genotype; *P* <0.01, Student’s *t*-test, WT versus *En2*^*-/-*^.

## Discussion

To date, more than 500 autism-associated genes have been identified (SFARI Gene; gene.sfari.org; updated mar/2013); yet the etiology of ASD remains essentially unknown [6,7]. The significance of animal models in ASD research has been widely recognized as important for unraveling the molecular, cellular, anatomical, electrophysiological and behavioral consequences of gene dysfunction in ASD. Here, we present a transcriptome analysis in a mouse model of ASD of two brain areas, the cerebellum and the hippocampus, areas that are profoundly affected in ASD patients. 

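On these arrays the transcript *Xist*, which is made from the inactive X chromosome of females, was well above background on 12 of 12 arrays. Its log2 value lay between 12.04 and 13.43. The arrays carry 7 probes for *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on the Y chromosome, and 0 of the 84 readings of these probes were well above background. The probes that stood for *Atp5k* and *Zfy1*, placed on the Y chromosome by the files, were well above background on every array. Being so on every array, these probes do not separate the arrays by sex. *Xist* on 12 of 12 arrays and 0 of 84 readings from the Y-linked probes argue against a male mouse on any array. The difference in *Xist* between *En2*-/- and WT mice was 0.10 (SE 0.38, limma adjusted p = 0.977) in the cerebellum and -0.06 (SE 0.21, limma adjusted p = 0.906) in the hippocampus.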

Despite the small number of samples used for the microarray analysis and the sample gender heterogeneity, the low genetic variance among individuals allowed a reasonable statistical power for our bioinformatic analysis. Our study revealed that the molecular signature of these two brain regions shares convergent pathological pathways with ASD, including abnormal synaptic transmission and increased immune response. Furthermore, when directly compared to the repository of the SFARI database (gene.sfari.org), our differentially expressed genes in the hippocampus show an enrichment of ASD-associated genes significantly higher than previously reported [41].

Transcriptome analysis has been employed to unravel common pathways based on the assumption that the core phenotypes of ASD may be caused by convergent molecular mechanisms [6]. Several studies have analyzed genome-wide expression profiles of lymphoblastoid cell lines and blood samples from ASD patients, pointing to an upregulation of immune genes as key mechanisms in the pathogenesis of ASD [8]. Despite the limited source of brain tissue samples from ASD cases and the technical restrictions, studies of ASD brain transcriptome are emerging as strategic for uncovering functionally relevant alterations in gene expression. A previous microarray study found alterations of glutamatergic neurotransmission in ASD cerebellum [39], and expression profiles from ASD patient temporal cortices showed upregulation of genes involved in innate immune response and downregulation of several neurodevelopmental genes [40]. Moreover, the transcriptome profiles from three different brain regions (frontal cortex, temporal cortex and cerebellum) of nineteen autism cases and seventeen controls were investigated recently using classical differential expression analysis and a network-based approach [9]. These analyses showed upregulation of genes involved in immune response and downregulation of genes involved in synaptic function and vesicular transport [9]. Our results are in accordance with these findings. Using gene ontology enrichment, integrated gene-network analysis and mouse phenotypes analysis, we report significantly enriched functions and pathways that were previously associated to ASD [42]. In detail, we found increased immune response and major histocompatibility complex-related immunity in the *En2*^*-/-*^ cerebellum; decreased and abnormal neurotransmission and increased seizures in the *En2*^*-/-*^ hippocampus [see Additional file 5 for details]. Moreover, by direct comparison with the SFARI repository of ASD-related genes, we show that the gene expression changes observed in the *En2*^*-/-*^ hippocampus were significantly enriched in ASD-related genes. Furthermore, the proportion of ASD-associated genes enrichment in *En2*^*-/-*^ hippocampus was significantly higher than previous studies (Table 2) when compared with Voineagu *et al.*[9], likely the most comprehensive transcriptome study of ASD post-mortem brain to date. 

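The same sets were tested in the other tissue. In the hippocampus 23 genes with H2- symbols showed no shift past the threshold by limma's camera (adjusted p = 0.554). Their median log2 fold change was -0.00, camera's direction was down, and their mean of 0.07 was positive. Nonetheless 4 of these genes were called there, 2 higher and 2 lower in *En2*-/- mice, where the share of calls would give 0.950 (Fisher's exact test, p = 0.0137, adjusted over 6 set tests 0.0410). In the cerebellum the synaptic genes had a median of 0.09 (36 higher, 23 lower, limma's camera, adjusted p = 0.396). The voltage-gated genes had a median of 0.02 and a mean of -0.00 (36 higher, 33 lower, limma's camera, adjusted p = 0.554). Whether a set differed between the tissues was not tested. From the enriched categories of its differentially expressed genes, the paper concludes that immune response is increased in the cerebellum of *En2*-/- mice and neurotransmission decreased in their hippocampus.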

In the case of the cerebellum, in contrast to Voineagu *et al.*[9] we did not find significant enrichment of ASD-associated genes in *En2*^*-/-*^ mice. Such difference could be the result of the complex structural and cytoarchitectural abnormalities in *En2*^*-/-*^ cerebellum [20,21] and the consequent phenotypical variability, or could simply reflect differences between mouse and human phenotypes, as the incidence of cerebellar hypoplasia was not reported in the diagnostic criteria used in the study [9]. Remarkably, *EN2* was among the differentially expressed genes found in Voineagu *et al.*[9], confirming our evidence about the role of *En2* in the neuropathology of ASD, and in anterior brain structures [27].

Among the differentially expressed genes, *Grm5, Nrxn3* and *Scn1a* are of particular interest for ASD. 

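For these 3 genes the effect of genotype had opposite signs in the 2 tissues. In the other tissue, *Grm5* fell by 0.52 (SE 0.20) and *Nrxn3* by 0.63 (SE 0.29) in the hippocampus, and *Scn1a* rose by 0.44 (SE 0.30) in the cerebellum, and none of these changes was called. Another probe of *Nrxn3* fell by 1.13 in the hippocampus, with a P value of 0.00289 from permutations when every probe was ranked on its own, under the limit. The difference between the tissues, cerebellum minus hippocampus, was 1.27 for *Grm5* (limma adjusted p = 0.333), 1.53 for *Nrxn3* (limma adjusted p = 0.333) and 1.70 for *Scn1a* (limma adjusted p = 0.187), so that it passed the threshold for no gene of the 3.

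**Figure D4:**
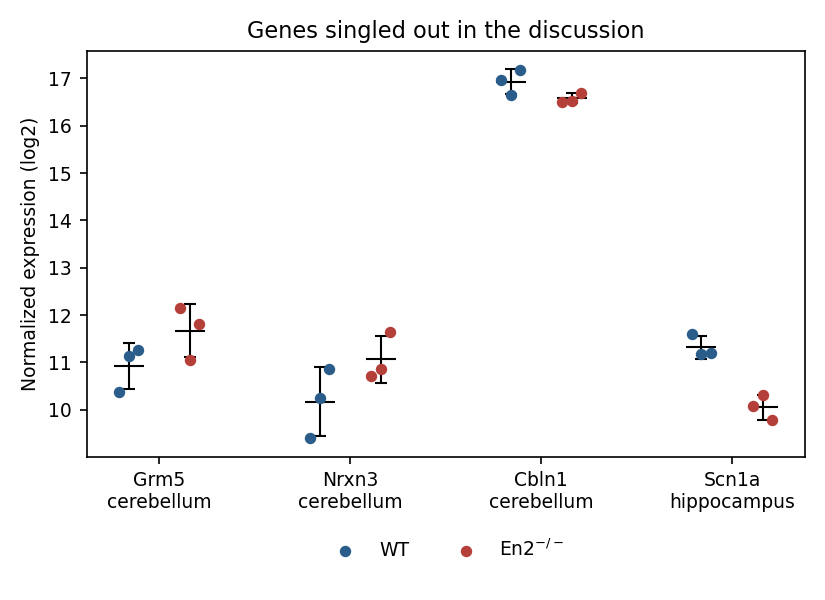
Normalized log2 expression (y axis) on each array of *Grm5*, *Nrxn3* and *Cbln1*, the gene of Cerebellin 1, in the cerebellum and of *Scn1a* in the hippocampus (x axis), WT in blue and *En2*-/- in red. Points are arrays, and bars give the mean and SD of 3 arrays; the genotypes overlap except for *Scn1a*.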

*Grm5* encodes mGluR5, a G-protein coupled receptor for the neurotransmitter glutamate [43]. In a recent study, mGluR5 has been shown to participate in the pathogenesis of fragile X syndrome (FXS) while genetic downregulation of *Grm5* was able to compensate for some of the symptoms in a mouse model of FXS [44]. Furthermore, *Grm5* was shown to be downregulated in hippocampal neurons lacking *Shank3*, another ASD-associated gene [45]. These data support a central role for *Grm5* in neurobiological pathways related to ASD pathogenesis. 

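The probe that stood for *Grm5* lies on chromosome 7 (mm9) from 95280099 to 95280158, and the array carries 4 probes for the gene. In the cerebellum its log2 expression was 10.92 ± 0.48 (SD, n = 3) in WT and 11.67 ± 0.56 (SD, n = 3) in *En2*-/- mice. The increase of 0.75 (SE 0.34, limma adjusted p = 0.578) did not pass the threshold, the arrays of the genotypes overlapped, and its rank product P value from permutations, 0.0107, was just above the limit. It was called from the authors' processed values (0.73), after other background corrections (0.74) and under the stricter filter (0.75). It was also called without the third WT array (0.92) or the second *En2*-/- array (1.06). The other probes of *Grm5* changed by 0.57, 0.06 and 0.17.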

Our results show an increased expression of *Grm5* in the cerebellum of *En2*^*-/-*^ mice, suggesting a role of *Grm5* in the cerebellar phenotype of these mice*.* The contribution of *Grm5* and its interaction with *Fmr1* in the *En2*^*-/-*^ hippocampus remains to be established and could open new perspective of pharmacological and genetic rescue of the ASD-related phenotype of these mice.

*Nrxn3* encodes neuronal adhesion proteins of the Neurexin (NRXN) family. NRXNs are presynaptic cell adhesion proteins that form trans-synaptic complexes with their postsynaptic counterpart neuroligins (NLGNs) and have important roles in synapse development and function [46]. Recently, a report of hemizygous and *de novo* deletions involving *NRXN3* in ASD families provided strong support for a causative link between the loss of *NRXN3* and the development of ASD [47]. 

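*Nrxn3* was measured by a probe on chromosome 12 (mm9) from 91570785 to 91570844. In the cerebellum its log2 expression was 10.17 ± 0.73 (SD, n = 3) in WT and 11.07 ± 0.50 (SD, n = 3) in *En2*-/- mice. The genotypes overlapped, and the increase of 0.90 (SE 0.40) had a limma adjusted p of 0.543. The rank product called it (permutation P = 0.00540), but not without the first WT array (0.52), the second WT array (0.94) or the third *En2*-/- array (0.62). A second probe of *Nrxn3* changed by 0.07. *Cbln1*, the gene of Cerebellin 1 precursor protein, was measured on chromosome 8 from 89993362 to 89993421. Its expression was 16.93 ± 0.26 (SD, n = 3) in WT and 16.58 ± 0.10 (SD, n = 3) in *En2*-/- mice. The change of -0.35 (SE 0.20, limma adjusted p = 0.687) was not called (rank product permutation P = 0.200). A second probe of *Cbln1* changed by -0.70. In the hippocampus *Cbln1* rose by 1.10 (SE 0.35, limma adjusted p = 0.161) and was called, with the call lost without the first WT array (0.80), the second *En2*-/- array (0.88) or the third *En2*-/- array (1.01).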

Our results of an increased expression of *Nrxn3* in the cerebellum suggest alterations in Purkinje cell synaptic formation, where NRXNs have been shown to participate to the formation of glutamatergic synapses through interaction with Cerebellin 1 precursor protein (also downregulated in the *En2*^*-/-*^ cerebellum) and GluR∂2 [48,49].

*Scn1a* encodes the voltage-gated sodium channel alpha subunit. 

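On the arrays *Scn1a* was measured by a probe on chromosome 2 (mm9) from 66111820 to 66111879, while a second probe was not well above background on any hippocampus array. In the hippocampus its log2 expression was 11.32 ± 0.24 (SD, n = 3) in WT and 10.06 ± 0.26 (SD, n = 3) in *En2*-/- mice. Each *En2*-/- array lay below each WT array. The log2 fold change of -1.27 (SE 0.21) passed the threshold of limma (adjusted p = 0.0378), and the rank product called it (permutation P = 0.000483). With single arrays left out the log2 fold change stayed between -1.39 and -1.12, and the rank product called it each time.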

*De novo* null mutations in *SCN1A* result in severe myoclonic epilepsy of infancy [50]. *SCN1A* mutations have been associated to a number of neurological disorders, including generalized epilepsy with febrile seizures plus, Dravet syndrome, borderline myoclonic epilepsy in infancy, intractable childhood epilepsy with generalized tonic-clonic seizures, familial hemiplegic migraine, and a number of cryptogenic focal and generalized epilepsies. Recently, *de novo* mutations in *SCN1A* have been associated with ASD [51], and a report of a recognized mutation in *SCN1A* suggests a wide phenotypic variation of the gene mutations causing a variety of neurologic disorders, including ASD [52]. In mice, heterozygous loss-of-function mutation in *Scn1a* (*Scn1a*^*+/-*^), reproduces several of the symptoms associated to the human mutation, such as thermally induced and spontaneous seizures, premature death, ataxia and sleep disorder [53,54]. *Scn1a*^*+/-*^ mice show both cognitive deficits and autistic traits that are caused by impaired GABAergic neurotransmission and can be rescued by drug treatment. *Scn1a* down-regulation in the *En2*^*-/-*^ hippocampus could contribute to the abnormal excitability and altered GABAergic neurotransmission shown in these mice by our previous studies [27,30]. Pharmacological rescue of the hippocampal phenotype in the *En2*^*-/-*^ with GABAergic drugs is currently under investigation.

Anomalies in the cerebellum are the most reproducible neuropathological alterations in ASD patients. Several cerebellar abnormalities have been observed in mouse models of both *En2* gain- and loss-of-function. Ectopic overexpression of *En2* in Purkinje cells during late embryonic and postnatal cerebellar development results in reduced cerebellar volume and loss of Purkinje cells and other cerebellar neurons [55,56]. Interestingly, *En2* knock-out causes defective cerebellar patterning, reduced Purkinje cell number and abnormal dendritic foliation [10,57], indicating that alterations in *En2* expression levels during development cause similar phenotypes. Furthermore, deficits in social behaviors as well as defective spatial learning and memory were also reported in *En2*^*-/-*^ mice [24-26]. A recent epigenetic analysis of *EN2* promoter methylation in the cerebellum of ASD individuals indicated hypermethylation of the promoter region and persistent upregulation of the gene. The authors report that promoter hypermethylation is normally associated with a decrease in gene expression and suggest the possibility of a developmental mechanism intended to support downregulation of *EN2* during perinatal development [19]. Taken together, this evidence suggests that an overall imbalance in *EN2* expression may be relevant for ASD pathogenesis, as it could produce alterations in critical brain functions. Comparable evidence of a similar dosage effect has been reported in the case of mutations of other genes critically involved in gene expression regulation and maintenance of synaptic and neuronal homeostasis, such as *MECP2* and *ARX*[58,59]. It remains to be established whether *En2* overexpressing mice display abnormal behaviors relevant to autism. Microarray data have been produced for *En2* overexpressing Purkinje cells on a different platform; however, the results overlap only marginally with the herein reported study [60].

## Conclusions

Using transcriptome analysis, we identified over 800 genes differentially expressed in the cerebellum and hippocampus of *En2*^*-/-*^ mice. Despite the small number of samples used and the relatively small statistical power, our study is the first to analyze molecular changes occurring in two brain structures with neuroanatomical alterations relevant to ASD in a mouse model of this disease. Our bioinformatic analysis of the molecular signature of *En2*^*-/-*^ cerebellum and hippocampus shows a significant convergence of neurobiological pathways previously linked to ASD pathology in brain samples from ASD patients. Overall, the present study points to a strong impact of transcriptome analysis on mouse models for identifying neurobiological pathways commonly altered when ASD genes are disrupted in a human patient and in a mouse model alike. Furthermore, together with the frequent association of cerebellar neuroanatomical alterations to the neuropathology of ASD, our molecular analysis suggests a contribution also for the hippocampus, where molecular changes relevant to ASD may occur also in human patients. This notion is supported by the consistent enrichment of ASD-related genes in the *En2*^*-/-*^ hippocampus compared to the cerebellum and to other similar studies performed on ASD patient tissue samples [41]. Finally, our results confirm the *En2*^*-/-*^ mouse model of ASD as a valuable tool for investigating neuroanatomical, behavioral, as well as molecular alterations related to ASD.

## Availability of supporting data

The data sets supporting the results of this article are available in the GEO repository, GSE51612.

## Abbreviations

ASD: Autism spectrum disorders; pfp: Percentage of false positives; DAVID: Database for Annotation, Visualization and Integrated Discovery; FXS: Fragile X syndrome; GABA: Gamma aminobutyric acid; GO: Gene ontology; IPA: Ingenuity pathway analysis; MHC: Major histocompatibility complex; MPO: Mammalian phenotype ontology; NLGN: Neuroligin; NRXN: Neurexin; RP: Rank product; SFARI: Simons Foundation and Autism Research Initiative; SNP: Single-nucleotide polymorphism; WT: Wild type.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contribution

PS, GP and YB conceived the study. PS, GP, VA, GZ and SG performed microarray and qPCR experiments. PS, GP and ED performed bioinformatic analysis. PS, GP and YB analyzed data. PS and YB wrote the paper. PS, SC and YB provided funding. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 RT-qPCR primers used in the study. Click here for file

Additional file 2 **Differentially expressed gene in the cerebellum and in the hippocampus of *En2***^***-/-***^** mice.** Tables showing differentially expressed genes in the *En2*^*-/-*^ (**a**) cerebellum and (**b**) hippocampus with fold change expression compared to WT littermates, differential expression *P* value and percentage of false prediction (pfp) calculated with RankProd. *P* value cut-off *P* <0.01 for the cerebellum and *P* <0.005 for the hippocampus. Click here for file

Additional file 3 **Genes differentially expressed in both *En2***^***-/-***^**cerebellum and hippocampus.** Genes commonly regulated in the *En2*^*-/-*^ cerebellum and hippocampus with differential expression *P* value and fold change. Click here for file

Additional file 4 ***En2 *** **full-length expression.** Quantitative PCR analysis of En2 full-length expression in the WT and *En2*^*-/-*^ cerebellum and hippocampus. Values are expressed as *En2*/*L41* comparative quantitation ratios normalized on the expression of WT in the cerebellum (mean ± s.e.m of three replicates from pools of three animals per genotype; *P* <0.01, Student’s *t*-test, WT versus *En2*^*-/-*^). Click here for file

Additional file 5 **Integrated gene-network analysis and gene ontology enrichment.** Tables a-f show the ten most significant disease and functional annotations obtained with Ingenuity Pathways Analysis (IPA) for *En2*^*-/-*^ cerebellum (a-c) and *En2*^*-/-*^ hippocampus (d-f) differentially expressed genes. Functional categories and annotations are shown with their *P* value, the predicted activation state, the activation z-score, the associated genes and the number of enriched genes. Activation z-score >2 or < -2 indicates significantly increased or decreased annotations. Tables g-j show gene ontology analysis details for *En2*^*-/-*^ cerebellum (g, h) and *En2*^*-/-*^ hippocampus (i, j) differentially expressed genes. Gene ontology annotations are shown with gene counts and corrected *P* values. Significant disease and functions for up- (c, f, h) and downregulated (b, e, j) genes are shown separately. Click here for file

Additional file 6 **Tissue expression of differentially expressed genes in *En2-/- *** **hippocampus.** Table showing gene ontology tissue expression annotations for differentially expressed genes in the *En2*^*-/-*^ hippocampus. No significant tissue expression annotations were found for differentially expressed genes in *En2*^*-/-*^ cerebellum. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

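Gene expression was measured in the cerebellum and the hippocampus of 3 WT and 3 *En2*-/- mice, with 1 one-colour Agilent array per mouse and tissue. The authors deposited, for every array, the scanner software's intensity of each spot on a linear scale, with its local background, flags and the probe's gene name and mm9 position. The scanner software had already corrected the processed intensity for background within the array. The authors also deposited a table of log2 values for 27534 probes. The paper's methods describe these as filtered and quantile normalized with the Agi4x44PreProcess package. Each column of that table had a rank correlation of at least 0.99995 with its own array and of at most 0.990 with any other array.

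From the intensities, log2 values were computed after control spots and spots with an outlier flag were left out, and quantile normalized over the 12 arrays. The 41174 distinct probes included 245 with 10 spots each, which were averaged. A gene name was given for 34868 probes, and the 6306 others were not tested. The annotation in the cerebellum files is newer than that in the hippocampus files, and gene names differed for 4691 spots (10.8%). The newer one was used for both tissues. Of 21111 gene names, 18010 were symbols of the reference gene table (GRCm38.p6, used for names only), 1818 were brought to its symbol by accession and 200 by an older symbol, and 1134 were kept as in the files. The probe with the highest mean over the 12 arrays stood for a gene. A gene was tested in a tissue where this probe was well above background on all 3 arrays of at least 1 genotype and had values on at least 2 arrays of each, and 14682 genes were tested in both tissues. For the rank product alone, a missing value was filled with the mean of its group.

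The rank product was written out in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, since the RankProd package was not used here. It ranked the genes in 9 ratios per tissue and drew 100 permutations. Linear models and the set tests camera and fry were run in R 4.3.3 with limma 3.58.1, with Benjamini-Hochberg adjustment. The camera test took a preset correlation of 0.01 between genes, and 6 set tests were adjusted together. Figures were drawn with matplotlib 3.10.9. The procedures were tested on simulated data with known changes. The rank product called 88.1% of genes changed 2-fold and 19.4% of those changed 1.5-fold in the cerebellum, and 76.1% and 16.4% in the hippocampus. At the same changes limma called 10.4% and 0% in the cerebellum and 19.4% and 1.5% in the hippocampus. With 3 arrays per genotype, an exact permutation test of a single value has a smallest two-sided p of 0.1. The number of arrays limits the precision of every value.

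Genes were named by a rule fixed, like the tests and most alternatives, before the data were examined. It takes *En2*, *Cbln1*, the genes of Figure 5 in the tissue shown there, every called cerebellum gene with an H2- symbol, and per tissue the 3 highest and 3 lowest called genes with a single sign in all 3 pairs of equal replicate number. Other background corrections (subtraction of the local background with a floor, and normexp, each in limma with an offset of 50), normalizations (the 75th percentile of each array and quantiles within a tissue), the authors' log2 values, other filters on dim probes, the mean of a gene's probes, other statistics and thresholds, the replicate number as a block and leaving out each array were tried. Marker lists of Purkinje, granule, choroid plexus, dopaminergic, GABAergic, astrocyte, oligodendrocyte, microglia and thalamus genes, of immediate early genes and of interferon response genes outside chromosome 17 were compared with 10000 random lists of the same size and expression. The full list of autism genes, the gene ontology sets and the quantitative PCR of the paper were not used here.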

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

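The test of the chromosome 17 region around *H2-Aa* and *H2-Eb1* was chosen only after the result was seen, as were *Shox2*, *Irx1* and *Rgs16* as genes to look at. The list of thalamus genes was written after those 3 genes had been seen and before its own genes were.

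The genotype effect differed between the cerebellum and the hippocampus for 17 genes by limma's test of the difference (adjusted p under 0.05). Among 100 pairings of a split of the cerebellum arrays with a split of the hippocampus arrays, only the real pairing gave as many, and the next highest gave 4 genes, but the same mice gave both tissues and make only 10 splits, so that chance cannot be excluded. The count also rested on single arrays, with 1 gene left without the third *En2*-/- cerebellum array. *Shox2* had the smallest adjusted p, with a difference of -2.70 (SE 0.30, limma adjusted p = 0.0130), a rise of 3.28 in the hippocampus and 0.58 in the cerebellum. *Irx1* (difference -1.95, limma adjusted p = 0.0435) and *Rgs16* (difference -1.71, limma adjusted p = 0.0331) were likewise higher in *En2*-/- hippocampus, by 1.94 and 1.21. A candidate explanation is thalamus carried over with the dissected hippocampus of *En2*-/- mice. Of 12 other thalamus markers 11 were tested in the hippocampus, which expresses them. Their median log2 fold change was 0.80, the highest percentile among random lists (100), with 9 higher and 2 lower (exact permutation test, two-sided p = 0.1, the smallest possible). *Ramp3* rose by 1.58, *Tnnt1* by 1.45 and *Tcf7l2* by 1.39, but *Lhx9* changed by -0.13 and *Foxp2* by -0.01. The list mean was 1.00, 0.32 and 0.93 above the WT mean on the 3 *En2*-/- arrays. In the cerebellum the median of the list was -0.11 (percentile 18.7). Because some markers did not rise, carried-over thalamus and a change within the hippocampus cannot be told apart for these 3 genes. A real difference between the tissues stays open and was not tested further.

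*H2-Bl* had a difference of 2.20 between the tissues (SE 0.30, limma adjusted p = 0.0192). It rests on the probe that stood for the gene. The other probes of *H2-Bl* were higher in *En2*-/- mice in both tissues, so the difference is not a property of the gene. An MHC haplotype of the genetic background carried by 1 genotype would change H2- genes alike in both tissues. Of the 6 called in the cerebellum, 2 were called in the same direction in the hippocampus, *H2-Aa* (2.69, limma adjusted p = 0.0207, at least 4.96-fold with the scanner software's background correction) and *H2-Eb1* (-1.11, limma adjusted p = 0.0281). *H2-Q10*, *H2-Q5* and *H2-Q7* changed by 0.03, 0.01 and 0.34 there, but another probe of *H2-Q10* rose by 0.91 there and by 1.02 in the cerebellum. The differences between the tissues for the probes that stood for these 3 genes had limma adjusted p values of 0.471, 0.461 and 0.629. The genes called in the cerebellum alone were first read as evidence against a haplotype. That reading was withdrawn after the other probes of *H2-Bl* were seen, and for the H2- genes of the cerebellum a haplotype and a change in expression cannot be told apart. For *H2-Aa* and *H2-Eb1* the surrounding region bears on it. Of 93 other genes tested between 34112479 and 37618259 on chromosome 17, 7 (7.53%) were called in both tissues in the same direction, against 1.10% elsewhere (odds ratio 7.35, one-sided Fisher's exact test, p = 8.98e-05). This is consistent with a haplotype difference, as a hypothesis found and tested on the same arrays.

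The largest changes were in genes that the text of the paper does not discuss, in many of which 1 genotype was not well above background. In the cerebellum *Klk1b24* (8.36), *Klk1b26* (5.87) and *Klk1b21* (5.86) were higher and *Ccl21a* (-6.87), *Prl2c5* (-5.52) and *Gm5148* (-5.51) lower in *En2*-/- mice. In the hippocampus *Klk1b24* (6.32), *Tescl* (5.42) and *Fn3krp* (4.61) were higher and *Ccl21a* (-7.58), *9430027B09Rik* (-5.21) and *Gm5148* (-4.74) lower. All of these changes were smaller from the authors' processed values and after either other background correction. By the rank product each was called under every background correction, normalization, filter and probe summary in which it was tested, with the replicate number as a block and with each array left out. The strict filter on dim probes left out all of these but *Fn3krp*. Those tested in the other tissue changed the same way there, as did *Klk1b26* (4.35) in the hippocampus and *Fn3krp* (3.64), *Tescl* (3.70) and *9430027B09Rik* (-4.57) in the cerebellum. *Klk1b21* and *Prl2c5* were not tested in the hippocampus. The paper describes a mixed 129Sv, C57BL/6 and outbred background that was crossed repeatedly into C57BL/6. Remaining segments of it that differ between the genotypes might change many neighbouring genes in both tissues. Of 168 genes with a position called in both tissues in the same direction, 68 had another of them within 1 Mb, not counting genes of the same name stem. Random sets of the same expression gave 36.1 on average and at most 65 (permutation p = 0.0001, the smallest that 10000 sets can give). A change of sequence under the probe, a change in copy number and a change in expression were not separated by this test.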

How the results depend on the processing

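The counts from every probe ranked on its own, and from the authors' values with every probe, were chosen only after the result was seen, as was leaving out chromosome 5 around *En2*.

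The number of genes called by the rank product stayed within 1.5 times under all other background corrections, normalizations and filters. A pfp under 0.05 left 195 cerebellum and 179 hippocampus genes, which the stricter limit accounts for. The hippocampus count was 932 at the limit of the cerebellum and 935 with every probe, which counts more probes per gene. Leaving out single arrays gave 561 to 884 in the cerebellum and 443 to 567 in the hippocampus. Genes called in both tissues numbered 278 with every probe, 249 with the authors' values and every probe, 179 without the region around *En2*, and 145 to 186 with single arrays left out.

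The limma counts moved more. In the cerebellum, 103 genes became 60 after either other background correction, 66 from the authors' values, 43 without a filter, 64 with the strict filter, 160 in a fit over all 12 arrays and 162 at an adjusted p under 0.1. The methods' t-test called 3 genes after adjustment and 1254 at an uncorrected p under 0.05. With single arrays left out 43 (without the second WT or the third *En2*-/- array) to 94 genes passed. In the hippocampus, 199 genes became 67 without a filter and 483 at an adjusted p under 0.1, and the methods' t-test called 15 after adjustment and 2475 uncorrected. Leaving out single arrays let 36 (without the first WT array) to 136 pass. The 17 genes that differed between the tissues became 11 after either other background correction and 1 (without the third *En2*-/- cerebellum array) to 20 with single arrays left out. Beyond the number of arrays and the thresholds themselves, the cause was not tested.

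The adjusted p of the H2- genes in the cerebellum, 0.00882, was 0.219 without a filter, 0.815 by fry and 0.751 with an estimated correlation, and between 0.00112 and 0.0374 under the others. It was 0.000172 to 0.226 with single arrays left out, the highest without the third WT array. For the synaptic genes in the hippocampus it was 0.0955, between 0.0776 and 1 under the alternatives, and 0.0407 (without the first WT array) to 0.199 with single arrays left out. For the voltage-gated genes it was 0.00261, against 0.165 by fry, 0.432 with an estimated correlation and 0.248 by Fisher's exact test, and between 0.000176 and 0.00378 otherwise. With single arrays left out it was 0.000697 to 0.00882. The cause was not tested.

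Of the genes of Table 1, 8 were called in the cerebellum, 13 after either other background correction, 14 from the authors' values, 21 from these with every probe, and 3 (without the first or the second WT array) to 9 with single arrays left out. In the hippocampus 9 were called, 19 after either other background correction or from the authors' values, 16 with every probe, 33 from the authors' values with every probe, and 6 to 9 with single arrays left out. The cause was not tested.

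Over 42 named genes in a tissue, 29 of them called, 544 of 619 alternative values kept their direction and their rank product call, 57 lost a call and 17 gained one. *Park2* in the hippocampus reversed to -0.038 with the mean of its probes, which change in different directions. In total 16 called genes kept direction and call wherever they were tested, and the strict filter on dim probes left out 11 of the 42.

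Each slide held 1 array of every group, with the replicate number of its arrays. Whether the numbers pair the samples cannot be told. Arrays of equal number within a tissue had correlated deviations of -0.20 to 0.11, and those across tissues of -0.23 to 0.45. The value of 0.45 came from arrays of different genotypes, and so of different mice. With the number as a block the rank product called 683 cerebellum and 518 hippocampus genes, 157 in both, and limma 91 and 69. The block gave 5 and 8 genes of Table 1 and 16 genes that differed between the tissues. The adjusted p was 0.0166 for the H2- genes, 0.101 for the synaptic and 0.00240 for the voltage-gated genes. A fit with *Xist* as a covariate was not run, as *Xist* was high on every array.

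No exchange of arrays between the genotypes of a tissue can exclude chance, as 3 arrays against 3 make 10 splits. Results as large came from 2 of 10 splits for the cerebellum rank product (878 genes in the other), 1 of 10 for the hippocampus rank product (495 in the next) and 1 of 10 for limma in each tissue (at most 1 gene in any other). They came from 3 of 10 for the H2- genes, 2 of 10 for the synaptic and 1 of 10 for the voltage-gated genes. For genes called in both tissues 1 of 100 pairings of splits, the real one, gave as many (178 in the next, a median of 62). The pairing with 178 kept the real hippocampus split. The same mice gave both tissues, which leaves 10 splits of the mice, so that chance cannot be excluded here either. The median signal over background, lowest on the third WT cerebellum array (5.66), limits what dim probes can show.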

Differences from the paper's values

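The comparison with the authors' values and every probe was chosen only after the result was seen.

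Of 60 fold changes (*En2*-/- over WT) compared with the paper's, 12 differed by more than 1.5 times and by more than the spread of the arrays. In the cerebellum *Glo1* was 1.44 (the paper's value is 0.625) and *Rb1cc1* 1.01 (the paper's is 1.635). In the hippocampus *Baiap2* was 0.847 (the paper's is 0.478), *Ntrk3* 0.825 (the paper's is 0.426), *Scn8a* 0.803 (the paper's is 0.414), *Syn1* 0.947 (the paper's is 0.469) and *Thra* 0.708 (the paper's is 0.419). Of the alternatives set before the data were examined, only the mean of a gene's probes did not differ from the paper for these 7 genes, with 0.919, 1.22, 0.670, 0.589, 0.560, 0.661 and 0.549. *Foxp1* was 0.856 (the paper's is 0.425) and did not differ with the mean of its probes (0.428) or by the rule on the array spread after either other background correction (0.822 in each). *Gabbr1* was 0.790 (the paper's supplement gives 0.526) and did not differ by that rule after quantile normalization within the tissue (0.788). *Aff4* was 0.900 (the paper's is 4.490), *Ep400* 1.00 (the paper's is 2.361) and *Nrcam* 0.873 (the paper's is 1.777), and these 3 differed under all of those alternatives. The 12 do not include the genes with the largest changes, several of which also lay far from the paper's supplement. In the cerebellum *Klk1b24* was 329 (the supplement gives 46.3), *Klk1b21* 58.1 (4.71), *Ccl21a* 0.00853 (0.0824) and *Gm5148* 0.0220 (0.267). In the hippocampus *Fn3krp* was 24.5 (9.00). For these 5 the authors' processed values gave the supplement's fold change.

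The numbers of differentially expressed genes were within 1.5 times of the paper's. The paper states higher or lower expression of *Grm5*, *Erbb4*, *Cacna1g* and *Cbln1* in the cerebellum and of *Ntng1*, *Ntrk3*, *Syn1*, *Prkcb*, *Gnas*, *Gabbr1* and *Nlgn2* in the hippocampus, which were not called here. All of them were called from the authors' processed values with every probe ranked on its own, a setting chosen after seeing the values. That setting called 837 (99.4%) of the paper's cerebellum genes and 860 (99.8%) of its hippocampus genes, and all genes of Table 1. Among the listed genes with more than 1 probe in the authors' values, 410 of 468 in the cerebellum (87.6%) and 445 of 514 in the hippocampus (86.6%) had no other probe past the limit in the same direction. The paper's fold change equalled that of a single probe in these values, within 0.1%, for 839 cerebellum and 861 hippocampus genes.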

Other observations

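The tests of the region around *En2* and of the Purkinje markers, and the separate reading of the choroid plexus markers by tissue, were chosen only after the result was seen.

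Genes called in both tissues in the same direction gathered on chromosomes 17 (21 genes, 8.15 expected, adjusted p = 0.00142) and 5 (22 genes, 10.67 expected, adjusted p = 0.0127). Not counting genes of the same name stem, those near each other were 184 of 434 called in the cerebellum alone (187.4 in random sets, permutation p = 0.62) and 180 of 395 called in the hippocampus alone (160.8, permutation p = 0.057). A segment kept around the targeted locus holds too few of the genes to be the whole cause. Within 20 Mb of the *En2* probe lay 6 of the 168 genes (3.57%), or 2.60% of the genes tested there against 1.13% elsewhere (one-sided Fisher's exact test, p = 0.0505). The group of 8 genes on chromosome 5 lies outside this segment, from 137537374 to 139047396.

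Probes of a gene often differed. Of 222 called cerebellum probes whose gene had another probe with a change under 0.3, 74 (33.3%) were called in the same direction in the hippocampus, against 1.96% for probes drawn at random. This argues against noise of single probes as the cause. Among called probes whose gene's other probes were called alike the share was 41.8% (Fisher's exact test, p = 0.165). In the hippocampus the shares were 25.9% of 255 and 46.7% (Fisher's exact test, p = 0.000961). A sequence difference under single probes predicted a higher share than for probes called together, which was not seen, and it cannot be told apart from separate transcripts of a gene.

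Purkinje cell markers were lower in *En2*-/- cerebellum, as a hypothesis because fewer Purkinje cells were in the tissue, which the paper describes for these mice. All 10 tested of 11 markers were lower (median -0.44, percentile 0, exact permutation test, two-sided p = 0.1, the smallest possible), *Pcp2* by -0.79 (SE 0.27) and *Calb1* by -0.55 (SE 0.18), and none was called. The granule cell markers did not fall (median -0.06, percentile 34.5). In the hippocampus, which expresses 10 Purkinje and 5 granule markers, their medians were 0.08 and -0.12 (mean 0.10).

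Dopaminergic markers in the cerebellum moved together within genotypes (mean correlation 0.649, percentile 99.84), *Slc6a3* with them. This is consistent with midbrain tissue carried over on some *En2*-/- arrays, and a change within the cerebellum stays open. In the hippocampus 5 markers had a median of 0.62 (percentile 99.5) and no common movement.

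Choroid plexus markers, 12 of 13 tested in each tissue, had a median of -0.50 in the hippocampus, with 11 lower in *En2*-/- mice and *Ttr* at -1.26 (SE 1.07). The genotypes were not separated (exact permutation test, two-sided p = 0.8). The markers moved together within genotypes (mean correlation 0.959, percentile 100), and the list mean on the *En2*-/- arrays was 1.28, -2.56 and -0.38 from the WT mean. Uneven carry-over of choroid plexus is a candidate explanation. In the cerebellum all 12 were higher (median 0.40), *Igf2* by 0.99 and *Ttr* by 0.89. Their correlation there was 0.000465, and carry-over cannot be told apart from another cause because the arrays within a genotype hardly differ.

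A lower share of neurons would raise markers of other cell types in *En2*-/- hippocampus. The highest of their medians was -0.12 for astrocytes, with -0.21 for oligodendrocytes and -0.58 for microglia (7 of 8 lower, percentile 0.01), which argues against it for the synaptic genes. In the cerebellum these medians were 0.08, 0.02 and -0.28. GABAergic markers had medians of 0.03 in the cerebellum and -0.02 in the hippocampus, immediate early genes -0.14 and 0.08, and interferon response genes outside chromosome 17 -0.09 and -0.25.

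A difference in sex between the genotypes would show in *Xist*, whose larger change was 0.0966, within its SE of 0.382. All arrays had *Xist* and none had signal from *Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty* of the Y chromosome, while the paper describes mice of both sexes.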
